A study of Homo sapiens with 16 samples. Its data were reported in "Combined Transcriptomic and Epitranscriptomic Profiling Identifies THBS1 as A Regulator of Enzalutamide Resistance in Prostate Cancer" (2025).

How the data were processed

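The series holds RNA of C4-2B and MDV-R prostate cancer cells, harvested on day 3 of growth, in 4 replicates per line, each with an antibody-enriched (IP) and an unenriched (input) library. Samples were assigned to lines by the cell line their labels state. The titles of the MDV-R samples also carry the name of another line, and the cell line field was followed. The authors aligned reads to hg38 with STAR and GENCODE, kept uniquely mapped reads without duplicates with samtools, and called peaks of each IP library over input with MACS2, without a fragment model, with an extension of 100 nt and a genome size of 300 Mb. Peaks were called per replicate, not on pooled libraries. A tag below is a read kept by these steps.

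For each IP library the deposited list gives the position and summit of every peak, a fold enrichment (a ratio of IP to local background), the −log10 p-value and −log10 q-value, and a score, which is 10 times the −log10 q rounded down. These values are the authors' own for each peak and were used to describe, rank or filter peaks within a list, and to recover depth. The lowest −log10 q in the 8 lists lay between 2.00 and 2.11. A deposited merged list gives start and end of 36970 regions without values, with a median length of 537 nt. How the authors merged it is not stated, and it is not the plain union of the lists, since 8.59% of the 191974 peaks overlap none of its regions and 894 of its regions overlap no peak. Counts of reads per region were not analysed here, so the authors' differential test, which used DESeq2, edgeR and QNB within the DEQ package, was not run.

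Depth was recovered from the deposited statistics. At a summit the fold enrichment is the IP pileup plus 1 over the local background plus 1, and the −log10 p is the upper Poisson tail of that pileup, so both unknowns follow from the 2 values. The size of the smaller library of each pair follows from the lowest background in the list, the extension and the genome size. Where the IP was the smaller, the input size rests on a further step. It was taken from the spacing whose whole multiples matched most local backgrounds, found by a search over a grid. In C4-2B replicate 1 the input was the smaller, and the IP size follows from the scale of its tags. A whole number of IP tags solved both values in 99.9% to 100.0% of the peaks examined per list, against 0.279% to 1.27% with a wrong scale. This check concerns the IP tags and not the spacing that gives the input sizes. Depth per library is therefore a reconstruction that assumes the stated parameters. The local background is given in units of the average background of its library, which removes library size. It is known at called peaks alone, and it is taken as the largest of several windows around the summit, so that it only approximates the abundance of the transcript.

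Regions were counted as called in a list when at least 1 bp of a peak overlapped them. The Jaccard index was taken over bases. Summits were classed with GENCODE release 44 on the same build (the authors used an earlier release) in the order CDS, 3′UTR, 5′UTR, non-coding exon, intron, intergenic over all transcripts, with protein-coding genes first. Peaks on contigs other than chromosomes 1 to 22, X and Y, 586 regions in the merged list, were not annotated. A region took the class of its strongest summit, or of its midpoint when no summit lay inside it, and 1648 regions fell on more than 1 gene; introns of overlapping genes and antisense genes were not told apart by strand. GGAC was searched in windows of 50 nt on either side of the summit on the strand of the gene, and in windows of the same width 300 nt upstream and downstream in the genome; the control on the opposite strand was added after the data were examined. Coordinates are 1-based on hg38.

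Libraries were compared with exact two-sided permutation tests of the difference in means over 70 arrangements. Regions were compared with two-sided Fisher's exact tests and Benjamini-Hochberg adjustment, and the number of regions called in 4 lists of a line and none of the other with the same number over the 35 splits of the 8 lists. With 4 libraries per line the smallest p is 0.0286. The threshold was 0.05. Wilson intervals (95%) and tests over regions or genes cover counting error only.

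Tests, named genes and alternatives were fixed before the data were examined, except where stated. Named were the genes that the study took to targeted assays and genes of the m6A machinery with MALAT1, with THBS1, GRHL2, FN1, PARP10, PAK4 and SYT4 in full, and per line the 5 regions called in all of its lists and none of the other line's with the highest mean within-list percentile of −log10 p, among exonic regions of protein-coding genes that hold another region called in all 8 lists, with 1 region per gene. Alternatives were a −log10 q of at least 2 or 5, lists limited to the size of the smallest by −log10 p, main chromosomes, an overlap of 50%, an own union of the lists, other definitions of a region called in a single line or shared, 1 transcript per gene, DRACH, windows of 25 nt, pairing by replicate number and leaving out each library.

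The counting of regions, the recovery of IP tags and the chromosome test were tested on simulated data. In the simulated lists, 200 regions were placed in each line alone among the 36970 merged regions, and others in all lists. The rest of each list was filled at random to its real number of peaks. The filling left out the placed regions, so the 200 of 200 recovered in each direction were fixed in advance and check the counting alone. A further 398 MDV-R-only and 7 C4-2B-only regions arose from the random filling. Their unequal number shows in which direction unequal list sizes act on these counts. The simulated lists held more regions than the real lists called, so the size of that effect in the data is not shown. After adjustment over all regions, 0 regions passed. IP tags were recovered in 100.0% of 1941 simulated peaks. Library sizes, the spacing that gives the input sizes and a scaled IP library were not simulated, so the recovered input depths were not tested. A simulated chromosome with a raised share of genes passed, and 0 others passed with a higher share. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0 and matplotlib 3.10.9 was used.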

Results

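MeRIP-seq (methylated RNA immunoprecipitation followed by sequencing) enriches RNA fragments that carry N6-methyladenosine (m6A) with an antibody and compares them with unenriched input RNA. Here it was applied to C4-2B, an enzalutamide-sensitive human prostate cancer cell line, and to MDV-R, a C4-2B-derived line that is resistant to enzalutamide, a drug given against prostate cancer. The 16 libraries fell into 4 groups of 4: immunoprecipitated (IP) and input RNA of each line, all taken at day 3. Every IP library had its own peak list, called by the authors against input, and a merged list held 36970 regions for the whole series. The 8 lists held 191974 peaks in all, and no pair of lists shared more than 19 identical intervals, so each was treated as a separate replicate.

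The number of tags (deduplicated reads) behind each list was recovered from the peak caller's own statistics. The IP libraries of C4-2B held 1.21, 1.01, 0.933 and 0.864 M (mega) tags in replicates 1 to 4, and those of MDV-R held 0.901, 0.941, 1.03 and 0.897 M. Mean IP depth was 1.00 ± 0.148 M in C4-2B and 0.941 ± 0.0604 M in MDV-R (SD, n = 4; exact two-sided permutation p = 0.6). The inputs differed. C4-2B inputs held 1.03 ± 0.156 M tags and MDV-R inputs 2.37 ± 0.568 M (SD, n = 4; exact two-sided permutation p = 0.0286, the smallest that 4 against 4 allows), and no C4-2B input reached the depth of any MDV-R input. Input depth and cell line could therefore not be separated in any comparison of the lists. In C4-2B replicate 1 the input was the smaller library, with 0.901 M tags, and in the other 7 libraries the IP was the smaller.

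The first comparison asked whether the lines differed in how much of the transcriptome was called as methylated. C4-2B lists held 13191, 24746, 23254 and 23275 peaks and MDV-R lists 23880, 27131, 25852 and 30645. The means were 21116.5 ± 5330 and 26877 ± 2846 peaks (SD, n = 4), and the difference of 5760.5 peaks did not pass the threshold (exact two-sided permutation p = 0.0571). C4-2B replicate 1 moved this value most: without it the difference was 3119 peaks (exact permutation p = 0.114). The peaks covered 14.2 ± 3.91 Mb in C4-2B and 18.2 ± 1.90 Mb in MDV-R (SD, n = 4; exact permutation p = 0.0857), a difference of 4.02 Mb. Without C4-2B replicate 1 that difference fell to 2.11 Mb (exact permutation p = 0.171). Without C4-2B replicate 2 it reached 5.05 Mb with an exact permutation p of 0.0286. Median peak width was 508 ± 10.5 nt in C4-2B and 499 ± 40.8 nt in MDV-R (SD, n = 4; exact permutation p = 0.714).

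**Figure D1:**
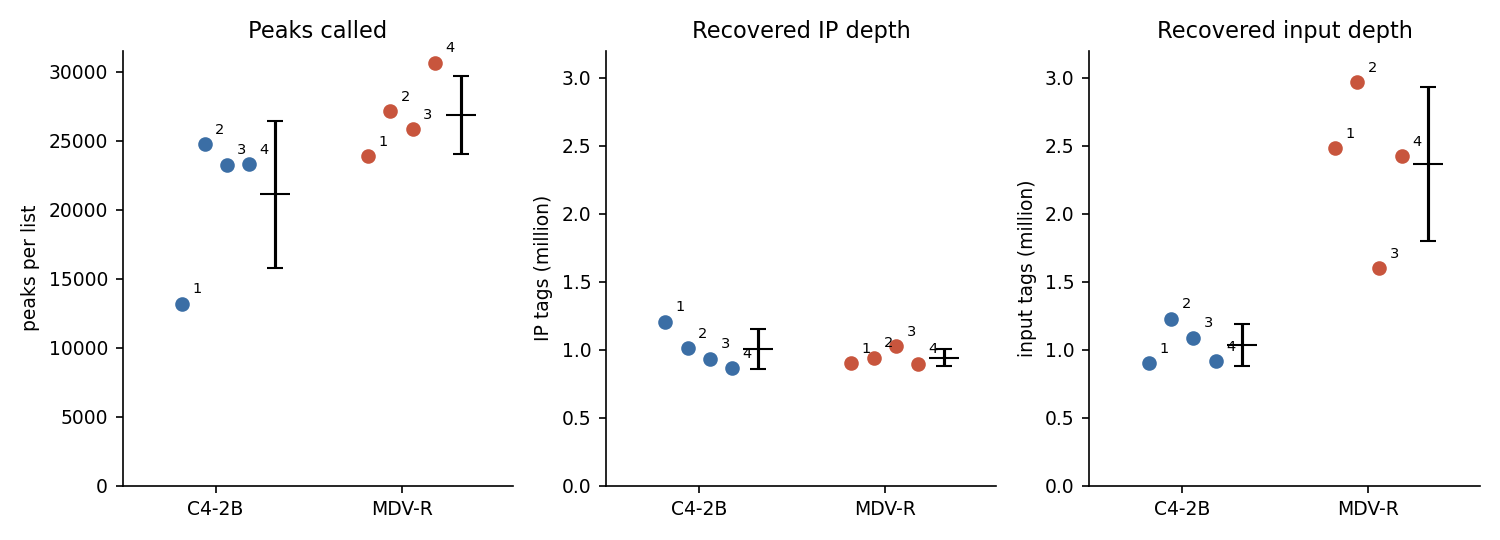
Number of peaks per list, recovered IP tags and recovered input tags in M (vertical axes) for the C4-2B and MDV-R libraries (horizontal axis). Each point is a library marked with its replicate number, and the bars show the mean ± SD of 4; C4-2B replicate 1 holds 13191 peaks, and the input depths of the lines do not overlap.

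Whether replicates of a line resembled each other more than they resembled the other line was measured with the Jaccard index, the bases shared by a pair of lists over the bases in either. It averaged 0.619 ± 0.0779 over the 12 pairs within a line and 0.514 ± 0.0720 over the 16 pairs between lines (SD over pairs, which share libraries). The difference of 0.105 was the largest among the 35 ways of splitting the 8 lists into 4 and 4 (exact permutation p = 0.0286), and the next largest was 0.0367. MDV-R lists overlapped each other with indices of 0.633 to 0.681, and C4-2B replicates 2 to 4 with 0.659 to 0.672. C4-2B replicate 1 reached 0.466 to 0.513 with its own line, within the range of 0.366 to 0.574 found between lines. Its own indices with the MDV-R lists were lower, at 0.366 to 0.436. The difference stayed between 0.0847 and 0.129 when each library was left out in turn.

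**Figure D2:**
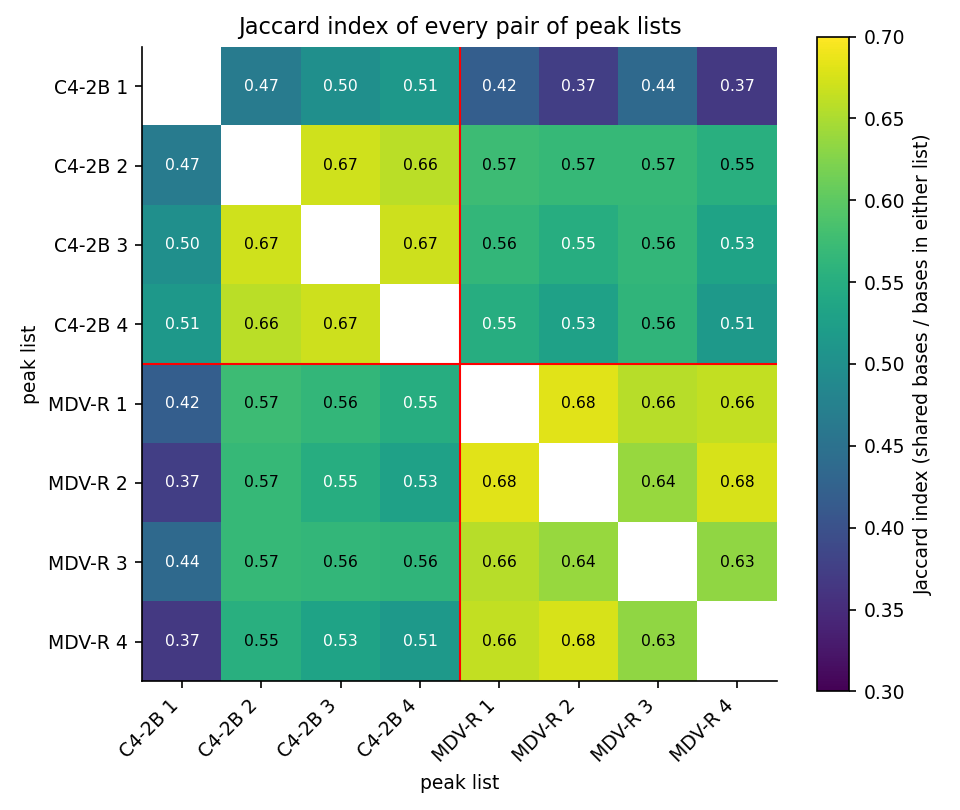
Jaccard index (colour, shared bases over bases in either list) for every pair of the 8 peak lists, with the lists in the same order on both axes and red lines between C4-2B and MDV-R. Pairs within MDV-R lie between 0.633 and 0.681, and the row of C4-2B replicate 1 holds the lowest values, down to 0.366.

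Summits were assigned to features of the GENCODE annotation. In C4-2B, 30.9 ± 4.17% of peaks had their summit in coding sequence (CDS), 15.7 ± 1.32% in a 3′UTR, 4.77 ± 0.226% in a 5′UTR, 11.7 ± 0.195% in a non-coding exon, 22.3 ± 3.73% in an intron and 10.1 ± 1.42% between genes (SD, n = 4). In MDV-R the shares were 28.5 ± 1.42% CDS, 15.1 ± 0.497% 3′UTR, 5.25 ± 0.297% 5′UTR, 11.9 ± 0.129% non-coding exon, 24.6 ± 1.43% intron and 9.68 ± 1.00% intergenic (SD, n = 4). No class passed the threshold, although the 5′UTR and non-coding exon shares differed by more than the SD of either line. The 5′UTR share had the smallest exact permutation p of the 6 classes, 0.0571, and 0.343 after Benjamini-Hochberg adjustment over them; for the 3′UTR share these were 0.571 and 0.657. The 3′UTR difference changed sign with the size of the lists. With each list limited to as many of its strongest peaks as the smallest list holds, the share was 0.938 percentage points higher in MDV-R (exact permutation p = 0.0286).

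GGAC is the core of the DRACH sequence in which m6A is found, and its frequency at summits describes what the lists contain. Among exonic peaks, 47.2 ± 0.790% in C4-2B and 46.4 ± 1.34% in MDV-R had GGAC within 50 nt of the summit on the strand of the gene (SD, n = 4; exact two-sided permutation p = 0.343). Windows of the same width 300 nt away held it in 29.0 ± 0.404% and 28.8 ± 0.271%, and the share at the summit was higher in 8 of 8 lists. Read on the opposite strand, which has the same GC content but not the same share of each base, the summit windows held GGAC in 27.7 ± 0.875% of exonic peaks (SD, n = 8 lists). At intronic summits the share was 36.2 ± 0.857%, against 25.4 ± 0.707% in the distant windows and 29.3 ± 1.28% on the opposite strand (SD, n = 8 lists), and was higher than either in 8 of 8 lists.

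**Figure D3:**
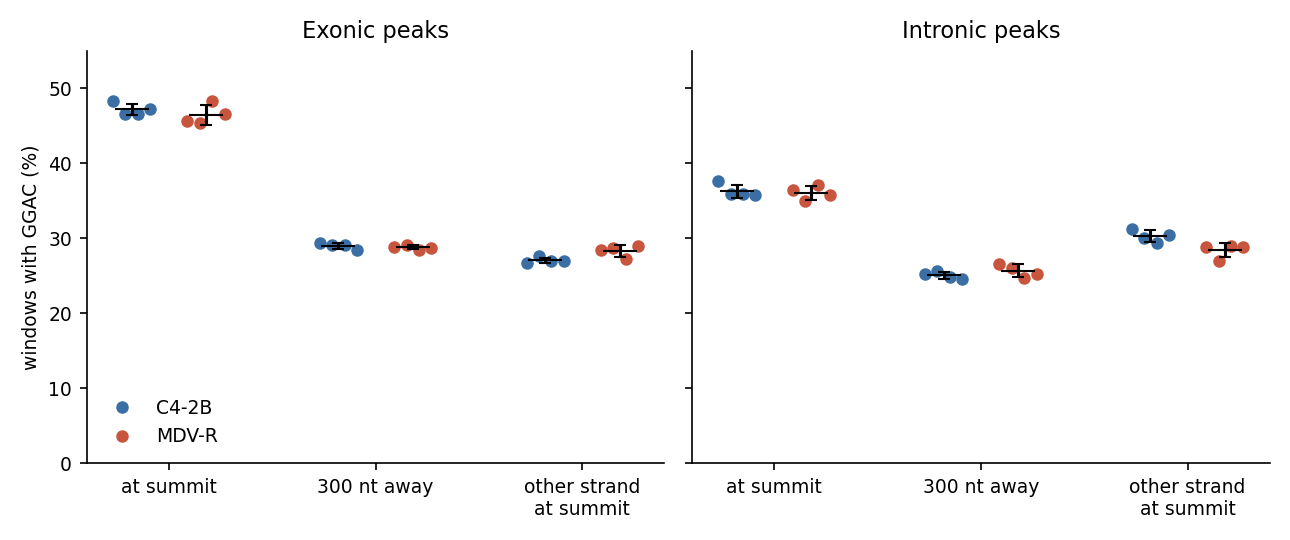
Percentage of peaks with GGAC (vertical axis) within 50 nt of the summit on the strand of the gene, in windows 300 nt away, and in the summit window read on the opposite strand, for exonic and intronic peaks. Points are libraries and bars the mean ± SD of 4; exonic summits hold GGAC in 47.2% of C4-2B and 46.4% of MDV-R peaks, above both kinds of control window.

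Presence or absence of a peak was then compared region by region to ask which sites were called in a single line. Of the 36970 merged regions, 36076 overlapped a peak in at least 1 list and 9327 (25.9% of those) overlapped a peak in all 8. A further 894 overlapped none. There were 439 regions called in 4 of 4 C4-2B and 0 of 4 MDV-R lists, and 1327 called in 4 of 4 MDV-R and 0 of 4 C4-2B lists. Of the 35 splits of the lists into 4 and 4, the split by line gave the most such regions, 1766 in all; the next largest total was 218. For each region Fisher's exact test (two-sided) could give no p below 0.0286, so that 1766 regions had an unadjusted p under 0.05 and 0 passed the Benjamini-Hochberg adjustment over all called regions (lowest adjusted p = 0.584). The excess of MDV-R-only regions depended on the lists compared. Without C4-2B replicate 1 there were 1079 C4-2B-only and 1337 MDV-R-only regions, and with each list limited to the size of the smallest there were 567 and 516.

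The study set differential methylation apart from differential expression with counts of reads in input. For peak lists, a weaker condition was whether the gene of a region called in a single line also held another region called in all 8 lists, which shows that its transcript was detectable in both. Unlike the study's filter, it does not correct for a change in expression. THBS1, for example, meets it with a background far lower in MDV-R. Of 349 C4-2B-only regions in a gene, 79 (22.6%, 95% Wilson interval 18.6 to 27.3%) met this condition, as did 363 of 1070 MDV-R-only regions (33.9%, 31.2 to 36.8%). Among 411 regions called in 2 lists of each line, 203 (49.4%, 44.6 to 54.2%) did. Both shares were lower than in that comparison set, with two-sided Fisher's exact p-values of 1.77e-14 and 6.90e-08; regions were counted as independent in these tests. Without C4-2B replicate 1 the number of C4-2B-only regions meeting the condition rose from 79 to 275, and without MDV-R replicate 3 the MDV-R number rose from 363 to 713.

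Genes with a region called in a single line were compared between each chromosome and all others. Over the 13243 genes that held a region, 292 held a C4-2B-only and 905 an MDV-R-only region. No chromosome passed the Benjamini-Hochberg adjustment over 24 chromosomes in either line (two-sided Fisher's exact test), and 6 chromosomes for C4-2B and 2 for MDV-R had an unadjusted p under 0.05. The smallest adjusted p for C4-2B was 0.0774, on chromosome Y, singled out after its values were seen, where 3 of 14 genes held a C4-2B-only region. The number of chromosomes that passed moved with the setting: 6 chromosomes passed with lists of equal size, all for C4-2B, and with regions in place of genes as the units 8 tests passed over both lines, on 7 chromosomes.

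The study took 12 transcripts from these libraries to targeted assays, so the list is not independent evidence here. All 12 genes held a region, 36 regions in total, of which 11 were called in all 8 lists, 1 only in C4-2B and 6 only in MDV-R. Adjusted over the list alone, 0 of the 36 regions passed (lowest adjusted p = 0.147), and 0 passed over all regions (0.584), while 7 had an unadjusted Fisher's exact p of 0.0286. Of the 6 MDV-R-only regions, 3 lay in THBS1 and the others in FN1, GRHL2 and PARP10; the C4-2B-only region lay in an intron of PRKACB.

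THBS1 (ENSG00000137801, plus strand of chromosome 15, hg38) held 4 regions. The region at 39587561 to 39589438 had its summit in CDS, in exon 11 of the 22 exons of ENST00000260356, and was called in 0 of 4 C4-2B and 4 of 4 MDV-R lists with 35 to 49 IP tags at the summit, and it had 0 GGAC within 50 nt of the summit. The region at 39590356 to 39592042 had its summit in an intron, with exons of that transcript covering 22.9% of it, and was called in 0 of 4 and 4 of 4 lists with 33 to 40 tags; the nearest GGAC lay in AGGTGGATGGACTCCTTTCA at 39591626 to 39591645. The region at 39592984 to 39593761 had its summit in CDS, in exon 19, and was called in 0 of 4 and 4 of 4 lists with 34 to 44 tags; the GGAC nearest to that summit lay in ACCGAAAGGGACGATGACTA at 39593447 to 39593466. The region at 39595216 to 39596432 had its summit in the 3′UTR, in exon 22, and was called in all 8 lists, with the nearest GGAC in TGAGCAGTGGACTCAAAAGC at 39595709 to 39595728. IP tags at a summit were scaled to CPM, counts per M tags of the IP library. At this 3′UTR region they were 305 ± 41.5 CPM in C4-2B and 74.0 ± 3.29 CPM in MDV-R (SD, n = 4), which is 4.12-fold lower in MDV-R. The local background that the peak caller took from the input, in units of the average background of the library, was 117 ± 26.6 in C4-2B and 3.91 ± 1.75 in MDV-R (SD, n = 4), which is 29.9-fold lower. Both differences gave an exact two-sided permutation p of 0.0286 without adjustment. On the log2 scale the tags changed by -2.04 and the background by -4.90, an excess of 2.86; at 218 other regions called in all 8 lists whose background was at least 4 times lower in MDV-R, the median excess was 1.29, and at 51 regions whose background was at least 4 times higher it was -0.58.

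**Figure D4:**
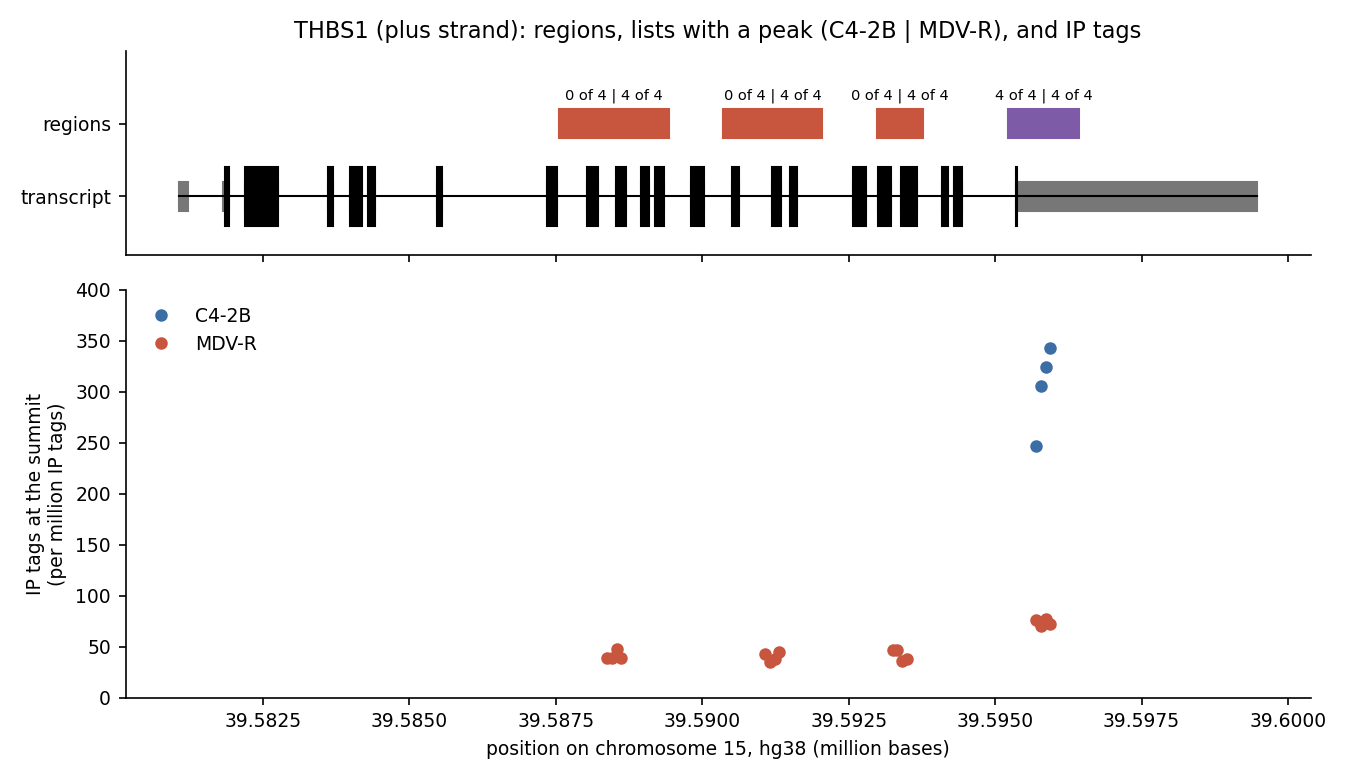
Map of THBS1 on chromosome 15 (hg38, horizontal axis in Mb) with exons of ENST00000260356 (black CDS, grey UTR), the merged regions (red MDV-R-only, purple called in all 8 lists), and below it the IP CPM at the summit for each list with a peak (vertical axis). The 3′UTR region has 305 CPM on average in C4-2B and 74.0 CPM in MDV-R, and the other 3 regions have peaks in MDV-R lists and in no C4-2B list.

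FN1 (ENSG00000115414, minus strand of chromosome 2) held 1 region at 215367687 to 215368400, with its summit in CDS in exon 42 of the 46 exons of ENST00000354785. It was called in 0 of 4 C4-2B and 4 of 4 MDV-R lists with 21 to 31 IP tags and had 0 GGAC within 50 nt of the summit. Since FN1 held no region called in all 8 lists, detection of its transcript in C4-2B was not established from the lists. GRHL2 (ENSG00000083307, plus strand of chromosome 8) held an intronic region at 101543005 to 101543352 called in 0 of 4 C4-2B and 4 of 4 MDV-R lists with 31 to 46 tags. Its intronic region at 101504669 to 101505096 was called in all 8 lists, with 57.8 ± 11.8 CPM in C4-2B and 24.0 ± 4.80 CPM in MDV-R and a background of 11.95 ± 2.64 and 4.38 ± 0.719 library units (SD, n = 4). Its 3′UTR region at 101666453 to 101669144 was also called in all 8, with 173.9 ± 26.3 and 148.7 ± 13.2 CPM and a background of 71.6 ± 11.8 and 28.0 ± 18.1 library units (SD, n = 4). Its CDS region in exon 4 at 101558163 to 101558791 was called in 3 of 4 C4-2B and 4 of 4 MDV-R lists, and the intronic regions at 101570088 to 101570385 and 101573449 to 101573774 in 0 and 1 C4-2B and 1 and 3 MDV-R lists.

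PARP10 (ENSG00000178685, minus strand of chromosome 8) held an intronic region at 143982434 to 143983301 called in 0 of 4 C4-2B and 4 of 4 MDV-R lists with 15 to 25 tags. Its CDS region at 143983422 to 143986232 was called in all 8 lists, with 100.3 ± 14.6 CPM in C4-2B and 15.7 ± 2.76 CPM in MDV-R (SD, n = 4); the background fell as well, from 30.7 ± 13.1 to 3.65 ± 1.30 library units. Its intronic region at 143976809 to 143978897 was called in all 8, with 46.4 ± 7.43 and 42.2 ± 4.42 CPM and a background of 19.9 ± 5.11 and 4.56 ± 2.54 library units (SD, n = 4). Of its other intronic regions, that at 143979203 to 143979632 was called in 0 C4-2B and 3 MDV-R lists, that at 143980675 to 143981537 in 3 and 2, and that at 143991025 to 143991370 in 0 and 1. PAK4 (ENSG00000130669, plus strand of chromosome 19) held an intronic region at 39153270 to 39154722 called in all 8 lists, with 111 ± 16.1 CPM in C4-2B and 27.9 ± 1.59 CPM in MDV-R and a background of 15.5 ± 4.86 and 2.88 ± 0.817 library units (SD, n = 4). Its 3′UTR region at 39178322 to 39179075 was called in 4 of 4 and 3 of 4 lists. SYT4 (ENSG00000132872, minus strand of chromosome 18) held CDS regions at 43270264 to 43270807, called in 3 of 4 lists of each line, and at 43273681 to 43274505, called in 3 of 4 C4-2B and 4 of 4 MDV-R lists, and a 3′UTR region at 43268449 to 43268739 called in 0 of 4 and 1 of 4 lists. These changes in CPM and background were not tested.

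Of the genes METTL3, METTL14, WTAP, ALKBH5, FTO, YTHDF1, YTHDF2, YTHDF3 and MALAT1, all 9 held a region, 23 regions in total. Of these, 11 regions in 7 genes were called in all 8 lists and 0 were called in 4 lists of a line and none of the other. No region passed, adjusted over the list alone or over all regions, and 0 had an unadjusted two-sided Fisher's exact p under 0.05. The most unequal were the 3′UTR of YTHDF1 (ENSG00000149658, exon 5 of 5) at 63195520 to 63195837 on chromosome 20, called in 0 of 4 C4-2B and 3 of 4 MDV-R lists, and a non-coding exon of YTHDF2 (ENSG00000198492) at 28737371 to 28737822 on chromosome 1, called in 1 of 4 and 4 of 4 lists (Fisher's exact p = 0.143 for each). METTL3 (ENSG00000165819) held a region at 21511131 to 21511416 on chromosome 14 called in 1 of 4 C4-2B and 0 of 4 MDV-R lists, and the larger MALAT1 region (ENSG00000251562), at 65498953 to 65503125 on chromosome 11, was called in 3 of 4 and 4 of 4 lists.

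Regions called in a single line were then ranked by the mean within-list percentile of the −log10 p, among those in an exon of a protein-coding gene that also held a region called in all 8 lists. For C4-2B, 22 regions were eligible. The first lay in a non-coding exon of ZNF814 (ENSG00000204514, minus strand) at 57856990 to 57858518 on chromosome 19, with a percentile of 91.9 ± 4.19 and 116 to 125 IP tags; when a peak had to overlap at least 50% of the region or of itself, it was called in 2 more C4-2B than MDV-R lists (Fisher's exact p = 0.429). It was followed by the 3′UTR of FRY (ENSG00000073910, exon 61 of 61, plus strand) at 32298526 to 32298915 on chromosome 13, with a percentile of 80.3 ± 3.96 and 38 to 48 tags. The CDS of IGF1R (ENSG00000140443, exon 2 of 21, plus strand) at 98707494 to 98708090 on chromosome 15 had a percentile of 77.9 ± 13.5 and 54 to 62 tags. The 3′UTR of LINGO3 (ENSG00000220008, exon 2 of 2, minus strand) at 2287251 to 2288858 on chromosome 19 had a percentile of 69.4 ± 15.2 and 27 to 38 tags. The 3′UTR of SLC52A3 (ENSG00000101276, minus strand) at 762107 to 764208 on chromosome 20 had a percentile of 67.4 ± 5.03 and 22 to 29 tags (SD over 4 lists throughout).

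For MDV-R, 158 regions were eligible. The first was the THBS1 region in exon 19 given above, with a percentile of 76.0 ± 3.39. At the THBS1 region called in all 8 lists the background was 117 ± 26.6 library units in C4-2B and 3.91 ± 1.75 in MDV-R. A background that high could hide in C4-2B a peak of the size seen in MDV-R. Its absence there does not show that the site was gained in MDV-R. The CDS of GATA2 (ENSG00000179348, exon 4 of 8, minus strand) at 128486860 to 128487305 on chromosome 3 had a percentile of 75.0 ± 4.01 and 50 to 61 IP tags. The 5′UTR of VASH1 (ENSG00000071246, exon 1 of 7, plus strand) at 76761385 to 76763014 on chromosome 14 had a percentile of 73.6 ± 1.55 and 24 to 38 tags. The 3′UTR of BCL11B (ENSG00000127152, exon 4 of 4, minus strand) at 99172162 to 99172694 on chromosome 14 had a percentile of 71.7 ± 5.02 and 34 to 48 tags. The CDS of SRCIN1 (ENSG00000277363, exon 20 of 20, minus strand) at 38533211 to 38533702 on chromosome 17 had a percentile of 70.7 ± 29.1 and 20 to 58 tags (SD over 4 lists throughout); with lists of equal size it was called in 3 fewer C4-2B than MDV-R lists (Fisher's exact p = 0.143). Each of these 10 regions had an unadjusted Fisher's exact p of 0.0286 and did not pass adjustment over all regions.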

Values the study reported

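The study reported 36,393 peaks over the 8 replicates, of which PC1 and PC2 of a principal component analysis captured 76% and 5% of the variation. It found 633 differentially methylated peaks between the lines, and 146 after its filters for differential expression and for at least 10 reads. In targeted assays it reported 6 transcripts as differentially methylated.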

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

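The tests of sequencing depth and of the label of C4-2B replicate 1, and the measures of GGAC on the opposite strand, were chosen only after the result was seen. In each group of 4 libraries, 23 measures were examined for a library whose gap to its nearest neighbour was nearly as wide as the range of the group. Of 46 groups, 8 held such a library, and chance alone gives about 1 in 20. The measures are not independent of each other, and 7 of the 8 belong to C4-2B replicate 1.

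C4-2B replicate 1 held 13191 peaks, against 23254 to 24746 in the other C4-2B libraries, and it called 11117 merged regions against 19645 to 21226. Its mean Jaccard index was 0.493 with its own line and 0.399 with MDV-R, the lowest of the 8 libraries in both. Of its peaks, 37.1% had their summit in CDS and 16.7% in an intron, and 37.6% of its intronic peaks held GGAC at the summit. Fewer sequenced tags were argued against as the cause of the short list: its smaller library held 0.901 M tags, while C4-2B replicate 4 had 0.864 M in its smaller library and 23275 peaks. Weaker enrichment stays open. At regions called in all 8 lists its median was 44.8 CPM of IP tags at the summit, against 57.5 to 63.7 in the other C4-2B replicates, which is consistent with a less efficient immunoprecipitation. It is also the library whose IP was larger than its input, so that the IP was scaled by 0.747 in the peak calling, and the effect of this was not tested. An MDV-R library under a C4-2B label was argued against: it called 10 of 1337 regions (0.748%) that the other lists gave to MDV-R alone, and 439 of 1079 (40.7%) that they gave to C4-2B alone. A partly mixed sample was not tested. No biological explanation was tested, since the design names none within a line.

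In MDV-R replicate 2, 27.0% of intronic peaks held GGAC on the opposite strand at the summit, against 28.8 to 29.0% in the other MDV-R libraries. Its share on the strand of the gene was 34.9%. With 46 groups examined, a single such value is no more than chance gives, and no explanation was tested for it.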

How the results depend on the processing

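The relation of background to single-line regions over chromosomes, and its alternative with lists of equal size, are the tests chosen only after the result was seen. Apart from them, alternatives were planned. In 42 alternatives the result could not change, and they say nothing about stability: 21 with a −log10 q of at least 2, which removed 0 peaks, 8 that paired libraries by replicate number, and 13 with main chromosomes alone for results that other contigs do not enter. Of the other 152, 132 kept the direction and side of the threshold, or for counts stayed within 1.5 times the count; 3 were weaker, 1 stronger, 3 reversed and 13 moved further. Of these 152, 30 concern the named regions, with 28 unchanged and 2 weaker (ZNF814 and SRCIN1, given in the report). The remaining weaker one compared between-line pairs of the same replicate number with the other between-line pairs (0.00377, exact permutation p = 0.708). That is a different quantity from the similarity within against between lines, which kept an exact permutation p of 0.0286 in its other alternatives. A −log10 q of at least 5 removed 4.84 to 6.27% of the peaks per list.

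With each list limited to the size of the smallest, the 3′UTR share was 0.938 percentage points higher in MDV-R (exact permutation p = 0.0286) and the GGAC share 0.151 points higher (exact permutation p = 0.886), both reversed, and the cause was not tested. The same lists gave 516 MDV-R-only regions, 109 of them in a gene with a shared region, and 6 chromosomes past the threshold. Of the 567 C4-2B-only and 516 MDV-R-only regions found this way, 200 and 226 were also found with the full lists. With regions as units, which counts several regions of a gene separately, 8 tests over both lines passed, on 7 chromosomes, since chromosome 19 passed in each line. Definitions act by construction: at least 3 of 4 lists against 0 gave 1168 C4-2B-only and 2881 MDV-R-only regions, 4 of 4 against at most 1 gave 2269 MDV-R-only regions, and a shared region in at least 2 of 4 lists of both lines gave 122 C4-2B-only regions in such a gene.

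Across the 8 fits that each left out a library, the difference in peaks ran from 3119 to 6970 (exact permutation p from 0.0571 to 0.200). That in covered length ran from 2.11 Mb without C4-2B replicate 1 (exact permutation p = 0.171) to 5.05 Mb without C4-2B replicate 2 (exact permutation p = 0.0286). The 3′UTR difference ran from -0.876 to 0.0978 points, with its sign reversed without C4-2B replicate 1 (exact permutation p = 0.857), and the GGAC difference from -1.34 to -0.346 points. Similarity ran from 0.0847 to 0.129, each with an exact permutation p of 0.0286. C4-2B-only regions ran from 463 to 1079 and those in a gene with a shared region from 83 to 275, both highest without C4-2B replicate 1. MDV-R-only regions ran from 1337 to 2048 and those in a gene with a shared region from 393 to 713, both highest without MDV-R replicate 3; the latter were 576 without C4-2B replicate 2. Fewer lists make the condition easier to meet, so by construction these counts can only rise.

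Replicate numbers were also read as pairs of libraries. Between-line pairs with the same number had a Jaccard index 0.00377 higher than the others (exact permutation p = 0.708), and correlations over regions ran from -0.0434 to 0.00756 for the same number and from -0.0245 to 0.0529 for other numbers, so that the numbers do not pair the libraries. With 4 pairs, paired exact tests cannot pass the threshold, so they say nothing about stability.

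Depth limits what absence of a peak means. With 0.864 to 1.21 M IP tags per library, a region not called in C4-2B was not detectable by the peak caller at that depth, which does not show that it lacked methylation.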

Other observations

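The THBS1 test against other regions, the control on the opposite strand, the tests of the background in genes with a shared region and the tests of background and GC content over chromosomes were chosen only after the result was seen.

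There were 3.02 times as many MDV-R-only as C4-2B-only regions. With each list limited to the size of the smallest the ratio was 0.910. Lists of equal size push both counts together whatever made the MDV-R lists longer, more sites included, so the size of the lists cannot be told apart from what caused it. Without C4-2B replicate 1 the ratio was 1.24, while without any other library it was 3.06 to 4.10. Most of the excess thus goes with this library, through C4-2B-only regions that rose from 439 to 1079 without it. Whether the remainder is an excess cannot be told from this ratio. A noisier background from the shallower C4-2B inputs also stays open: the lowest C4-2B median of the local background at regions called in all 8 lists minus the highest MDV-R median was -4.00 library units. C4-2B medians were 11.02 to 13.32, and those of MDV-R were 8.46, 7.08, 15.01 and 6.19 in replicates 1 to 4, so a single MDV-R library with the shallowest input of its line decides the order. Input depth is confounded with the line. A biological difference between the lines stays open and untested.

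The existence of regions called in a single line is not owed to an arbitrary grouping: 1 of the 35 splits of the 8 lists, the split by line, gave as many. Calls that are not m6A sites are argued against as the whole explanation. At exonic summits of these regions GGAC was 14.9 percentage points more frequent than 300 nt away, 46.3% against 24.6% in C4-2B-only and 44.2% against 31.3% in MDV-R-only regions, with 19.8% and 29.7% on the opposite strand. At intronic summits of all peaks in the 8 lists the smallest such difference was 8.87 points. The control on the opposite strand was closer there, with mean shares of 36.2% and 29.3%. Intronic summits of the single-line regions were not tested apart. Introns held 39.2% of C4-2B-only and 34.0% of MDV-R-only regions. The motif test covers sets of peaks and cannot show that any given region is methylated.

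Transcripts that differ in abundance between the lines are a candidate explanation for many of these regions. Of 1419 in a gene, 442 (31.1%) lay in a gene with another region called in all 8 lists, against 49.4% of regions called in 2 lists of each line (two-sided Fisher's exact p = 2.58e-11). In genes that did hold a shared region, a higher background of the other line was tested as what hides the peak, with the background in library units at the shared regions. MDV-R had the higher background in 5 of 66 genes with a C4-2B-only region (7.58%, 95% Wilson interval 3.28 to 16.5%), which argues against it for most of these. C4-2B had the higher background in 180 of 319 genes with an MDV-R-only region (56.4%, 50.9 to 61.8%), so for these it stays open, although the share was lower than the 81.8% among 192 genes of the comparison set (two-sided Fisher's exact p = 2.94e-09). The background was lower in MDV-R over all regions called in all 8 lists, with a median log2 change of -0.46. Relative to that change, it was higher in C4-2B in 71.2% of genes with a C4-2B-only region and higher in MDV-R in 67.7% of genes with an MDV-R-only region, against 51.04% higher in MDV-R in the comparison set. A change in methylation without a change in abundance was not shown by these lists.

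Whole chromosomes were examined in the same way. No chromosome passed the adjusted threshold for genes with such regions (0 chromosomes, with 6 and 2 unadjusted for C4-2B and MDV-R), which leaves a role of copy number open. Over 23 chromosomes, the MDV-R-only share of these regions rose with the median background change, taken relative to that of all regions called in all 8 lists (Pearson r = 0.739, permutation p = 7.00e-05; Spearman rho = 0.694, permutation p = 0.00027; adjusted over 2 relations 0.00014 and 0.00054). Without chromosomes 13 and 19, the farthest from the median, r was 0.585 and rho 0.597, and with lists of equal size rho was 0.664. On chromosome 13 the share was 54.1% with a log2 background change of -0.34, and on chromosome 22 it was 93.9% with 0.16; both were picked after their values were seen. This is consistent with transcript abundance that differs by chromosome, as gains or losses of chromosomes could give, but copy number was not measured, and both quantities come from the same libraries. GC content was not related detectably (r = 0.204, permutation p = 0.35; rho = 0.157, permutation p = 0.471), and 23 chromosomes cannot exclude a weaker relation.

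At the THBS1 3′UTR region the IP tags fell 4.12-fold while the background fell 29.9-fold, so that the ratio of IP to input was higher in MDV-R. The excess of 2.86 (log2) exceeded that of 99.5% of 218 other regions called in all 8 lists with a background at least 4 times lower in MDV-R. These regions were picked for a low background in MDV-R, which by itself raises their excess, and at 51 regions with a background at least 4 times higher in MDV-R the median excess was -0.58. After a straight line of excess on background change was removed, the THBS1 value was 0.82, with -1.20 to 0.96 as the central 95% of the others. That line decides nothing, since the background change is part of the excess and noise in it gives a slope by construction. Whether IP tags fall less than input wherever input falls therefore stays open. A rise in methylation of the remaining transcripts stays open too, as do saturation of the antibody and a background spread over windows wider than the peak, none of which was tested. In its own analysis of the same libraries the study found no statistical difference between the lines at a THBS1 peak in the 3′UTR. It also reported much lower THBS1 mRNA in MDV-R, by RNA sequencing and in a targeted assay.

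Regions called in all lists of a line and none of the other numbered 1766. This is more than the number of differentially methylated peaks that the study reported, which came from a model of read counts and not from presence or absence of peaks.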
